A study of Homo sapiens with 4 samples. Its data were reported in "The LHX2-OTX2 transcriptional regulatory module controls retinal pigmented epithelium differentiation and underlies genetic risk for age-related macular degeneration" (2023).

How the data were processed

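OTX2 ChIP-seq was carried out in hES-RPE cells, with 2 libraries of OTX2-bound chromatin and 2 input libraries. According to the study's methods, the authors precipitated chromatin of differentiated cells with an antibody against OTX2, mapped the reads to human genome build hg19 with bowtie2 and called peaks with MACS2. The versions, the threshold and the treatment of duplicate reads are not stated. The deposited list is a single set for the series with 1 running number, and whether the authors called peaks on pooled libraries is not stated. Groups were taken from the sample titles.

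The list gives, for each peak, its start and end on hg19 and values the authors' MACS2 run wrote. The deposited fold enrichment is the ratio of ChIP fragments to the local background at the peak maximum. The deposited −log10 p and −log10 q values are those of MACS2's Poisson test, with q adjusted over the genome. The deposited score is the whole part of 10 times −log10 q in 6460 of the 6461 peaks, and was not used further. There is no summit column. The tests had been designed around summits, and peak midpoints were used in their place throughout. Positions printed are counted from 1.

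The choices of test, motif, gene list and alternative were made before the data were examined, except where the text says otherwise. Sequences came from the GRCh37 primary assembly, the same build as hg19, and genes from GENCODE release 44 lifted to GRCh37. All peaks ended within the chromosome lengths of this assembly. Gene coordinates run over all transcripts of a gene. Only chromosomes 1 to 22 and X were used for random positions, which avoid N bases. They include sequence where reads cannot be placed, which the authors' peaks cannot reach. Repeat annotation was not used here, and open chromatin was not used as a background.

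MACS2 defines the fold enrichment as (k + 1)/(λ + 1), with a pseudocount of 1, and the p-value as the Poisson probability of more than k fragments at a mean of λ. Both equations were solved for k, the number of ChIP fragments at the maximum, and λ, the expected background. The lowest λ was 5.60 and was shared by 233 peaks. The λ of 3418 peaks (52.9%) was a whole multiple of 0.595, which would be the weight of 1 input fragment. Taking the narrowest peak, 243 bp, as the fragment length and assuming an effective genome of 2.7 Gb, the floor corresponds to 62.3 M ChIP fragments and 105 M input fragments behind the list. These totals are inferred from the list, which does not split them into libraries, and rest on that assumption. The study's alignment statistics were not used here. They enter no test.

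The number of peaks per chromosome was compared with non-N length by a chi-square statistic with 10000 multinomial draws, and chromosome by chromosome with exact binomial tests. Clustering and distances to TSS were compared with 1000 sets of random positions with the same number per chromosome. A location was called promoter within 1 kb of a TSS, then exon, intron or intergenic in that order. Motifs were sought on both strands within 100 bp of the midpoint and in windows 5 kb to each side. The share of TAATCC was tested with exact McNemar tests against each flank, of which the larger p is given, and p-values below 1e-300 are written as 1e-300. Hexamers and the motif list were tested with Fisher's exact test and Benjamini-Hochberg adjustment. A ratio with 0 background windows was computed as if there were 1. The trend with strength was tested by shuffling presence 100000 times over quartiles of −log10 q. Gene lists were tested against 10000 random lists matched on deciles of the length of sequence nearest to each TSS. Shares carry 95% Wilson intervals. Medians carry bootstrap intervals from 1000 resamples.

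Peaks named are the 10 with the highest −log10 q and those overlapping the 2 regions the study cloned. Genes named are those the study named, genes of the other lists with a peak, and the 5 with the most peaks. Hexamers named are the 10 with the highest ratio among those with an adjusted p under 0.05 and in at least 1% of peak windows. Peaks and sequences in the closing section outside these rules were chosen after their values were seen. MYLPF of the skeletal muscle list was not among the protein-coding genes of the annotation used.

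Alternatives were a −log10 q of at least 5 or 10, a fold enrichment of at least 5, merged peaks, other chromosome lengths, other distances, windows, motifs and backgrounds, all annotated genes, a 5 kb promoter, a limit of 100 kb for gene assignment and unmatched random lists. Chosen after seeing the data were 100 sets of random positions matched on GC content in bins of 2%, the core outside the sequence GTAATCCCAG, and the core with TAATCT added.

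Some results are not reported here, among them 1 of the 10 peaks with the highest −log10 q. In the closing section, odds ratios within strata are Mantel-Haenszel estimates.

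Python 3.11.15 was used with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, Numba 0.67.0 and Matplotlib 3.10.9. The procedures were tested on simulated data in 13 steps. Fragment numbers were recovered for 100% of 1975 simulated peaks. Of 400 random gene lists, 2.5% reached p under 0.05. For the odds ratio within strata, 1 draw of 8000 simulated items with a true value of 3 gave an estimate of 3.37. This lay above the true value, which the interval of the estimate still held. A single draw cannot tell a bias from sampling error, and the odds ratios within strata in the closing section are to be read with this in mind. In 3000 random windows with a planted core the share found equalled the share planted, and among 2080 hexamers the planted core ranked 2, behind AATCCG, which overlaps it. This step had first required the planted core to rank first and failed. The requirement was then loosened to a rank of at most 10 with only overlapping hexamers ahead. The rank of a core can thus not be read more finely than that.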

Results

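To find where OTX2 binds the genome of human retinal pigmented epithelium (RPE) cells, chromatin immunoprecipitation followed by sequencing (ChIP-seq) was carried out in hES-RPE cells. These are RPE cells differentiated in culture from human embryonic stem cells. OTX2 is a homeodomain transcription factor needed for RPE identity. The series holds 4 libraries, of which 2 were precipitated with an OTX2 antibody and 2 were input chromatin, the unprecipitated control. The values analysed here are 1 list of binding sites (peaks) on human genome build hg19, called by the authors with MACS2, a program that compares ChIP with input reads. The list gives 1 value per peak and none per library, so no spread between the replicates could be computed, and the intervals below cover counting error only. Peaks are not biological replicates, and the tests across peaks describe this list.

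The list held 6461 peaks on chromosomes 1 to 22 and X. Their median width was 329 bp (interquartile range 281 to 392 bp), and together they covered 2261343 bp, or 0.0797% of the sequenced bases of these chromosomes. The median fold enrichment that the authors' MACS2 run gave a peak was 4.93, and the values ran from 1.36 to 24.6. The median −log10 q was 14.7 (interquartile range 9.73 to 24.3), and the lowest was 2.14. The choice of threshold changed the number of peaks most when a fold enrichment of at least 5 was required, which left 3138 peaks.

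The list gives no read totals per library. The depth behind each peak was recovered from its fold enrichment and p-value, which together fix the number of ChIP fragments at the peak maximum and the number expected from the input. The ChIP number came out whole, within 0.01, for 100% of the 6461 peaks. At the maximum of the median peak 44 ChIP fragments were stacked (interquartile range 36 to 58), over an expected background of 8.25 fragments. The relative Poisson error of such a peak height was 15.1%, and it rose to 21.3% at the lowest height of 22 fragments. These errors cover the ChIP fragments alone. The error of the background adds to them, so that the fold enrichment of a single peak is less precise than this.

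The first question was whether the peaks were spread over the chromosomes in proportion to their length. They were not, with a chi-square of 130 (22 degrees of freedom) against the non-N length of each chromosome. The largest chi-square in 10000 random draws was 56.8, which gave p = 0.0001, the smallest these draws can give. The alternative that moved the chi-square most was leaving out chromosome X, at 70.7 with the same p. After Benjamini-Hochberg adjustment over 23 chromosomes, 3 had fewer peaks than expected and 2 had more. Chromosome X held 207 peaks, 0.601 times the expected number (95% interval 0.522 to 0.689, two-sided exact binomial test, adjusted p = 9e-15). Chromosome 19 held 73 peaks, 0.574 times the expected number (0.450 to 0.722, binomial adjusted p = 2.17e-06). Chromosome 20 had a ratio of 0.745 (binomial adjusted p = 0.0156). The excess on chromosomes 10 and 3 was smaller, with ratios of 1.15 and 1.12 (binomial adjusted p = 0.0451 for both). The ratios of chromosomes 3, 19 and 20 depend on base composition, as given in the closing section.

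**Figure D1:**
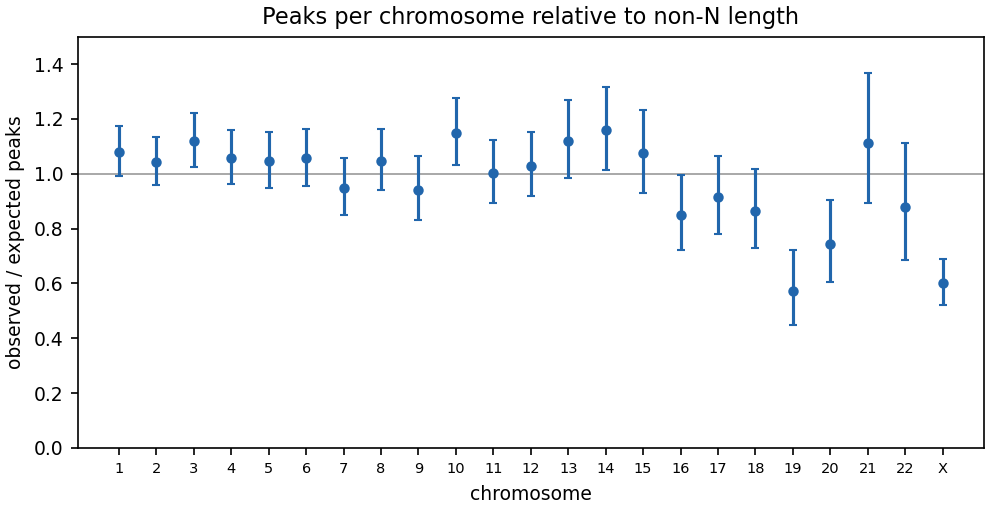
Observed over expected number of OTX2 peaks for each chromosome (x axis), with the expectation in proportion to non-N length. Points are ratios without unit, bars are exact 95% Poisson intervals, and the lowest points are chromosomes 19 (0.574) and X (0.601).

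Peaks lay close to each other more often than random positions. Of the 6461 peaks, 1289 had another peak within 10 kb, midpoint to midpoint, which is 19.95% (95% Wilson interval 18.99 to 20.9%). In 1000 sets of random positions with the same number per chromosome, the mean share was 4.52% (permutation test placing peaks at random, one-sided p = 0.000999, the smallest 1000 sets can give). The share changed most with a distance of 50 kb, where it was 44.9% against 20.6% at random.

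The peak sequences were next searched for the core of the OTX motif, TAATCC, on either strand. The list has no summit positions, and windows of 200 bp were centred on peak midpoints. The core was present in 3812 peaks, or 59.0% (95% Wilson interval 57.8 to 60.2%). In windows of the same size 5 kb to each side the share was 15.3%, so that peaks held the core 3.85 times as often. Against the left flank, 3243 peaks had the core where the flank had none and 409 the reverse. Against the right flank the numbers were 3220 and 409 (exact McNemar tests, both p at or below 1e-300). The share was most sensitive to the length of the motif, since the 5 bases TAATC were found in 86.2% of peaks and 34.1% of flanks. It also depended on the window. Within 50 bp of the midpoint it was 43.8% against 7.81% in flanks, and over whole peaks 66.7% against 24.6%.

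Within the windows the core sat near the centre. Among the 3812 peaks with the core, the nearest copy lay at a median of 26 bp from the midpoint (bootstrap 95% interval 26 to 27 bp). In flank windows with the core this distance was 47 bp. A copy lay within 20 bp of the midpoint in 40.9% of these peaks and in 22.5% of these flank windows.

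**Figure D2:**
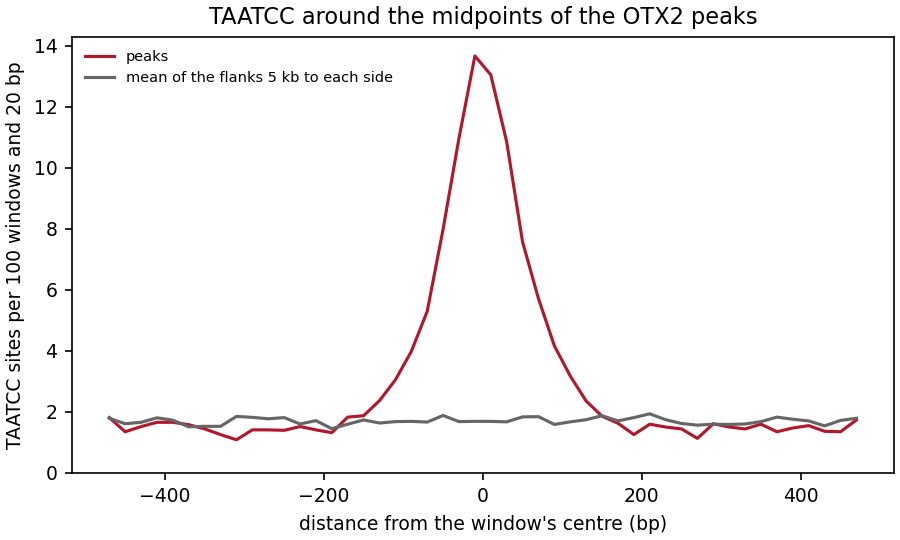
Number of TAATCC sites per 100 windows in bins of 20 bp (y axis) by distance in bp from the peak midpoint (x axis, red) or from the centre of the flanks 5 kb to each side (grey, mean of both). The sites in peaks gather at the midpoint, with a median distance of 26 bp, and the flanks show no such maximum.

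Without choosing a motif, all 2080 hexamers (reverse complements joined) were ranked by the ratio of peak windows to flank windows that hold them. At an adjusted p under 0.05 (Fisher's exact test, Benjamini-Hochberg), 493 were more frequent in peaks and 776 less frequent. The 10 with the highest ratios were CTAATC (5.35), AATCCG (5.25), GATTAA (5.10), GGATTA (3.85), AGATTA (3.84), AGCTTA (3.57), CGATTA (3.52), GCTTAA (3.42), AATCCT (3.37) and ATAATC (3.31). Of these, 8 share 5 bases in a row with TAATCC, whose reverse complement GGATTA ranked 4. With background windows matched on GC content the number of hexamers more frequent in peaks was 524, and TAATCC ranked 3.

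Among 8 further motifs fixed before the data were examined, TAATTA, the site of LIM homeodomain factors such as LHX2, showed the highest ratio against the flanks. It was present in 17.2% of peak windows and 8.24% of flank windows, a ratio of 2.08 (Fisher's exact test, adjusted p = 2.48e-72 over the list of 9 with TAATCC). The AP-1 motif TGASTCA (ratio 1.95, Fisher adjusted p = 1.72e-22) and the TEAD motif GGAATG (1.90, adjusted p = 8.73e-71) followed. With GC-matched background the order changed, to 2.14 for TGASTCA, 1.88 for GGAATG and 1.68 for TAATTA. The ratios of the SOX motif ACAATG (1.24), the GATA motif AGATAA (1.11) and the bHLH motif CATGTG (1.09) were past the threshold but close to 1. The first of these fell to 1.02 and the GATA ratio to 0.968 with GC-matched background, neither past the threshold. The bHLH motif CACGTG, bound by MITF, was in 132 peaks at a ratio of 1.19 (Fisher adjusted p = 0.124). With GC-matched background its ratio was 1.52 (Fisher adjusted p = 0.000674). With only peaks of a −log10 q of at least 10 the CACGTG ratio against the flanks was 1.29 (Fisher adjusted p = 0.0467). The CTCF motif was found in 2 peak windows and 9 flank windows, too few for a comparison.

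Stronger peaks held the core more often. From the lowest to the highest quartile of −log10 q the share of peaks with TAATCC was 53.0, 57.2, 60.2 and 65.5%, a difference of 12.4 percentage points between the ends (two-sided permutation test with 100000 shuffles, p = 1e-05, the smallest they can give). The flank shares of the same quartiles were 15.7, 16.1, 14.8 and 14.7%. Ranking by fold enrichment gave a difference of 15.4 points. Peaks with at least 2 copies of the core rose from 13.6% of the lowest quartile to 21.3% of the highest.

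**Figure D3:**
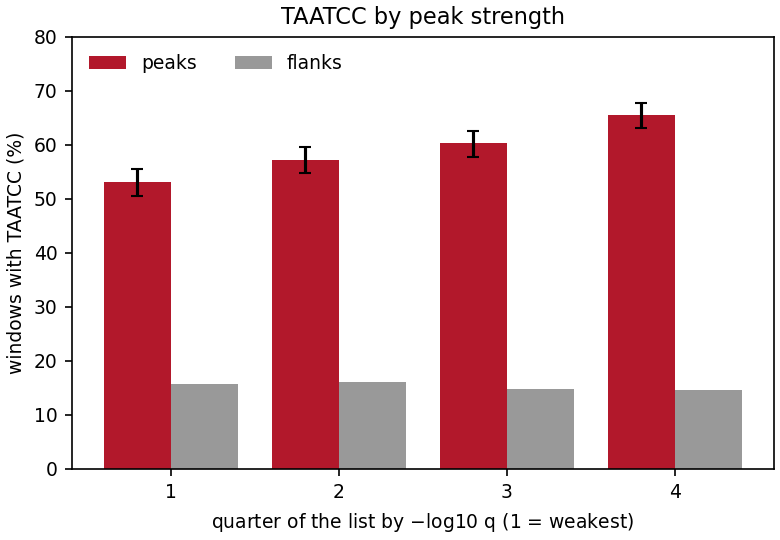
Share of windows with TAATCC in percent (y axis) by quartile of peak strength (x axis, −log10 q, 1 is the weakest), for peaks (red, with 95% Wilson intervals) and flanks (grey, mean of both sides). The share in peaks rises from 53.0 to 65.5%, and that in flanks stays between 14.7 and 16.1%.

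The distance of OTX2 peaks to genes was examined next, since the study linked each peak to the nearest transcription start site (TSS). The median distance from a peak midpoint to the nearest TSS of a protein-coding gene was 40.04 kb (bootstrap 95% interval 38.2 to 42.3 kb), with a mean of 120 kb. Random positions lay farther away, with a mean of their medians of 58.2 kb and a lowest median of 52.8 kb in 1000 sets (permutation test placing peaks at random, two-sided p = 0.001998, the smallest these sets can give). More than 40 kb from a TSS lay 50.04% of peaks (95% interval 48.8 to 51.3%) and 57.9% of random positions. The median was most sensitive to the annotation, and counting the start sites of all annotated genes brought it to 10.7 kb against 13.7 kb at random.

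By location, 4.33% of midpoints lay within 1 kb of a TSS (280 peaks, 95% interval 3.86 to 4.86%), against 2.47% of random positions. Introns held 51.2% of peaks against 40.8% of random positions, and intergenic sequence 41.8% against 53.6% (two-sided permutation test as above, each p = 0.001998). The exon share of 2.68% was not distinguishable from the 3.13% at random (permutation p = 0.0539). With all annotated genes in place of protein-coding ones the intergenic share was 27.4% against 36.4%.

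When each peak was assigned to the protein-coding gene with the nearest TSS, 3565 genes had at least 1 peak, which is 18.1% of the 19748 annotated. Of these, 2187 had 1 peak, 1378 had 2 or more, 185 had 5 or more and 21 had 10 or more. All annotated genes gave 4697 genes, the largest change. The most peaks, 15, fell to AUTS2 on chromosome 7 (69063282 to 70258492), where its share of the genome would give 5.65. LRMDA on chromosome 10 and ZNF608 on chromosome 5 had 13 peaks each, where 2.66 and 2.95 would follow from length. ADGRL3 and IGFBP7, both on chromosome 4, had 12 each, where 8.37 and 4.49 would follow, so that the excess was smallest for ADGRL3.

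The study named a set of RPE genes as putative targets of LHX2, of OTX2 or of both, and 5 lists of genes were set against the peaks. They were compared with 10000 random lists matched on the length of sequence nearest to each TSS (one-sided, Benjamini-Hochberg over the 5 lists). Of the 17 genes the study named, 16 were nearest to a peak (94.1%, against 38.3% of random lists, permutation p = 0.0001, the smallest the lists can give, adjusted p = 0.0005). The study picked these partly on the same peaks, so this is not independent evidence. Of 16 other RPE and pigment cell genes, 9 had a peak (56.3%, 95% Wilson interval 33.2 to 76.9%, against 24.2%, permutation p = 0.0025, adjusted p = 0.00625). They were RLBP1, LRAT, RGR, TTR, MERTK, TYRP1, DCT, SERPINF1 and RAB38. In 16 photoreceptor genes only CNGB3 had peaks (3 peaks, permutation p = 0.861 for the list), and in 16 liver genes only F9 (1 peak, at 127 kb, p = 0.774). Of the 15 skeletal muscle genes in the annotation used 0 had a peak, where random lists had 9.95% (one-sided permutation p = 1). With 15 genes a share of up to 20.4% remains possible.

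**Figure D4:**
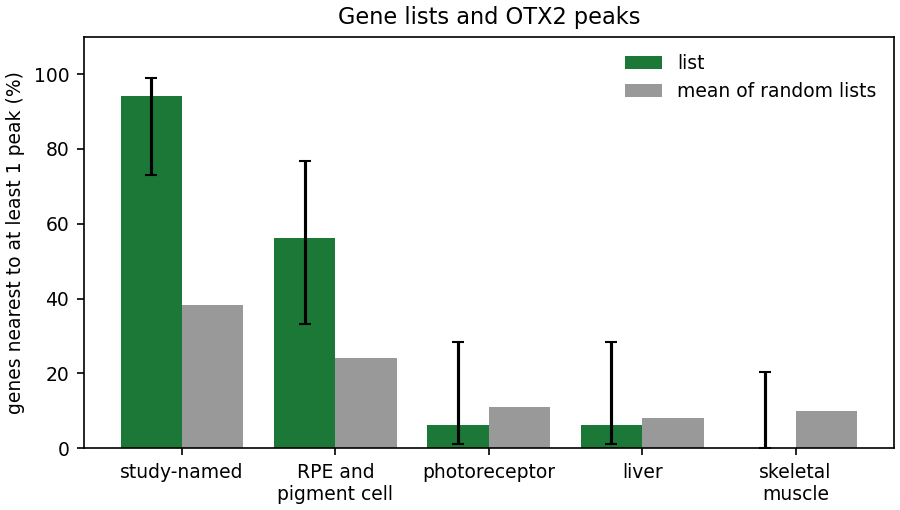
Share of genes in percent that are the nearest protein-coding gene of at least 1 OTX2 peak (y axis) for 5 lists (green, with 95% Wilson intervals) and the mean of 10000 length-matched random lists (grey). The study-named list (94.1%) and the RPE and pigment cell list (56.3%) lie above their random lists, and the bar for skeletal muscle is at 0.

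Among the study-named genes, TRPM3 on chromosome 9 (73143976 to 74061820) had 10 peaks. The strongest of them (73496089 to 73496711, in a TRPM3 intron) had a fold enrichment of 15.4 with 161 fragments at its maximum, and ranked 5 in the whole list. COL8A1 had 7 peaks, up to a fold enrichment of 11.5. MITF, PCDH7 and COL4A3 had 5 peaks each, RPE65 had 4, and ITGB8, LAMA2 and SOX5 had 3 each. For PCDH7 and SOX5 these numbers do not exceed the 9.80 and 3.46 peaks that would follow from the length of sequence nearest to each, and the PCDH7 peaks lay 502 to 2712 kb from its TSS. TYR and TIMP3 had 2 peaks each, and TRPM1, SOX8, MYO7A and BEST1 had 1 each. The BEST1 peak was weak, with a fold enrichment of 3.63 from 23 fragments, at 0.645 kb from the TSS. CDH1 was the nearest gene of 0 peaks. The text of the study names CDH1, PCDH7 and SOX5 among putative LHX2 targets, and not among the OTX2 targets it names.

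OTX2 itself, on the minus strand of chromosome 14 (57266623 to 57283411), was the nearest gene of 5 peaks. All 5 lay upstream, between 4.08 and 148 kb from the nearest OTX2 TSS. The strongest (57357713 to 57358427, intergenic, 74.7 kb away) had a fold enrichment of 8.42 with 89 fragments. The peak in the region the study cloned for a reporter assay (57419407 to 57419789, intergenic, 136 kb upstream) had a fold enrichment of 4.47 with 54 fragments and ranked 2883 of 6461. Its central 200 bp held 0 copies of TAATCC and 1 of TAATTA. Counts over the whole peak or of variants of the core are not given here, and the study's figure of the cloned region marks motifs of both LHX2 and OTX2. The other region the study cloned, at the TRPM1 promoter, overlapped a peak on chromosome 15 (31394207 to 31394582). This peak lay 467 bp upstream of a TRPM1 TSS and inside the longest annotated TRPM1 gene body. It had a fold enrichment of 6.32 with 62 fragments, ranked 1350, and held 2 copies of the core. The copy nearest its midpoint lies in AGTGCTTCTAATCCCTGCTCTC (31394423 to 31394444).

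**Figure D5:**
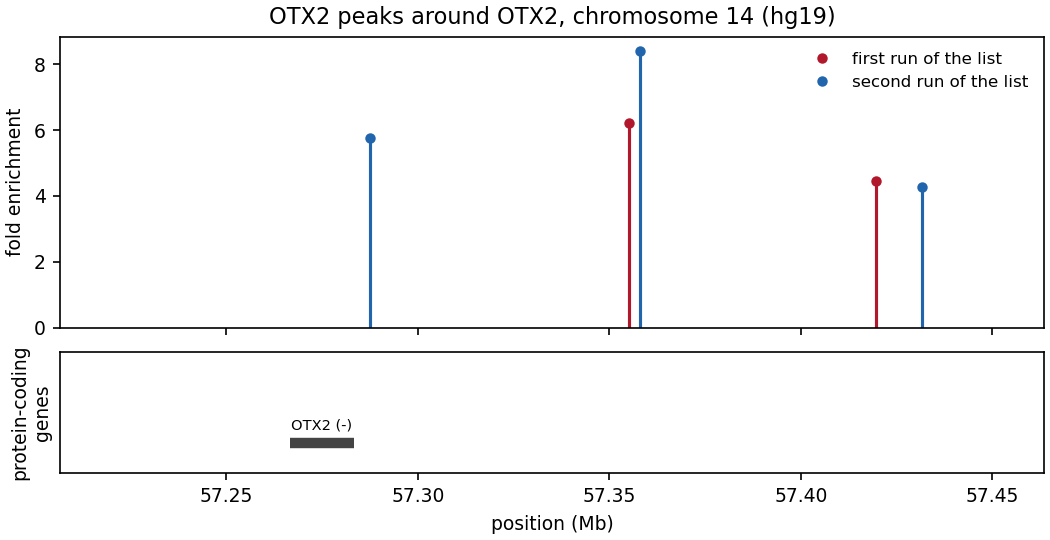
Map of chromosome 14 (position in Mb, hg19) around OTX2, with the fold enrichment of each peak (y axis, authors' values without error, colours are the parts of the list described in the closing section) above the protein-coding gene of the region. The 5 peaks all lie upstream of OTX2, which is on the minus strand, and the highest reaches a fold enrichment of 8.42.

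The 10 peaks with the highest −log10 q had fold enrichments from 12.3 to 24.6. The first, on chromosome 12 (88403958 to 88404455) in an intron of C12orf50, had a fold enrichment of 24.6 with 219 fragments against a background of 7.96. The next, on chromosome 3 (155530889 to 155531499), 7.13 kb upstream of C3orf33 and in an intron of an overlapping annotated gene, had a fold enrichment of 23.2 with 207 fragments. Both lacked TAATCC within 100 bp of the midpoint. An intergenic peak on chromosome 9 (81052917 to 81053598, nearest gene PSAT1) had a fold enrichment of 15.4 and held the core in its window. The TRPM3 peak above is also among the 10, as are peaks nearest to NEIL3, GMPS, LYZL4, MID1 and C12orf42.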

Values the study reported

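For OTX2 in hES-RPE cells the study reported 6,461 peaks linked to 3,480 genes, and an OTX2 motif in 76.4% of the peaks. It gave an average distance to the nearest TSS of about 126 kbp and a median of about 43 kbp. Of the OTX2 sites, 864 were also bound by LHX2, and these were linked to 720 genes. For COL8A1 the study counted 4 sites bound by both factors and 3 by OTX2 alone, and for TRPM3 it counted 3 and 7. It described 2 sites of both factors upstream of OTX2.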

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

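Of 69 comparisons between a main result and an alternative setting, 67 left the result unchanged. For tests this means the same direction and side of the threshold, for counts a change of at most 1.5 times, and for the motif position a value within the interval of the main setting. The exceptions concern peak number and motif position. A fold enrichment of at least 5 left 3138 of the 6461 peaks, by its construction. Peaks with a −log10 q of at least 10 placed the nearest TAATCC at 25 bp from the midpoint in place of 26 bp, 1 bp outside the interval of 26 to 27 bp.

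The share of peaks with TAATCC ran from 43.8 to 86.2% over the windows and motifs tried, and lay above its background in each. Its background ran from 7.81 to 34.1%. The distance to the nearest TSS, the promoter, intron and intergenic shares and the clustering of peaks kept their direction against random positions matched on GC content, which were chosen after seeing the data. These raised the random median distance to 67.1 kb and lowered the random promoter share to 1.71%. For the RPE and pigment cell list the p-value ran from 0.0004 to 0.001 over the alternatives.

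With GC-matched background, 2 motif ratios changed direction. AGATAA went from 1.11 to 0.968. This setting changes both the base composition and the place of the background windows, and which of these moved the ratio was not tested. The CTCF motif went to a ratio of 4, from 2 peak windows against 0 background windows counted as 1, which says nothing about its direction. Over this setting and that of a −log10 q of at least 10 together, there were 5 other changes among single motifs, of which 1 was weaker, 2 were stronger and 2 moved the rank of TAATCC among hexamers.

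No paired analysis was possible because the list gives no values per library. For the same reason leaving out each replicate was not run. Replacing summits by midpoints was not run as an alternative, since the list has no summits and midpoints are the main setting. The height of single peaks, with a Poisson error of 15.1% at the median, limits the ranking of neighbouring peaks in the list.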

Other observations

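The tests on single chromosomes, on the chromosomes without X, on arrays by site number and on the background of the strongest peaks were chosen only after the result was seen. The predictions of the other tests were written before their results, but the patterns they address had been seen, and the background of the peaks with low fold enrichment was known when their test was written. The series has no groups beyond ChIP and input, and no biological explanation was tested with samples of another kind.

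The list runs through the chromosomes 2 times. The first run held 864 peaks and the second 5597. The size of the first run equals the number of sites shared with LHX2 quoted from the study above. A candidate explanation is that the first run holds the shared sites. Neither LHX2 peaks nor the study's list of shared sites was used here. The test used the LIM homeodomain core TAATTA instead, which was present in 40.6% of first-run windows (95% interval 37.4 to 43.9%) and 13.5% of second-run windows (12.7 to 14.5%). Within deciles of −log10 q the odds ratio was 4.96 (4.20 to 5.86). Among 1855 hexamers TAATTA was the one that parted the runs most (Fisher's exact test, adjusted p = 7.00e-68). The gene assignments also go with it, since the first run held 2 of the 5 peaks of OTX2, 4 of 7 of COL8A1, 3 of 10 of TRPM3 and the 1 peak of TRPM1. So does the peak in the cloned region upstream of OTX2, which the study's text names as shared and which was in the first run. Selection by strength alone is argued against, because a first-run peak had the higher −log10 q in 69.2% of pairs, where a threshold would give nearly all. TAATCC was less frequent in the first run, at 49.8% against 60.4% (odds ratio within deciles 0.525, 0.451 to 0.611), although first-run peaks were stronger. If the first run is the shared set, OTX2 may sit at part of these sites without a full TAATCC core, but this was not tested further. Variants of the core were not counted by run, and the study reported that the OTX2 motif was enriched in the shared sites.

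The strongest peaks of the list are tandem arrays of a 1-base variant of the core. The peak in C12orf50 holds 14 copies of TAATCT and the peak near C3orf33 holds 39, while the whole of both peaks holds 0 and 1 copies of TAATCC. Their fold enrichments of 24.6 and 23.2 stand apart from the next highest, 17.2. Extra copies of the arrays in the DNA of the cells would raise the input too. The expected background of both peaks was 0.965 times the median of the list, which argues against this. A simple effect of site number was tested on the other 120 windows of the genome with at least 6 TAATCT in 200 bp. Of these, 12 overlapped a peak, or 10% (95% interval 5.81 to 16.7%), where chance would give 0.162 windows in all. Such arrays thus overlapped peaks far above chance, yet most had no peak. Of those with at least 10 sites 7 of 35 had one, against 5 of 85 with fewer (two-sided Fisher's exact test, p = 0.0386, without regard to array length). The strength of the 12 peaks varied widely, from stronger than 3.33% to stronger than 98.96% of the list, with a median of 51.1%. Without these 2 peaks, the median fold enrichment rose from 4.56 with 0 copies of TAATCC or TAATCT in the window to 5.44 with 3 copies and was 5.30 with 4 or more (Spearman's rho across peaks 0.161, and peaks are not independent replicates). Site number may contribute, and what sets these 2 arrays apart remains open. How well reads can be placed in each array was not tested.

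The 2649 peaks without TAATCC near the midpoint were not without related sites. Of the 18 hexamers that differ from TAATCC by 1 base, 12 were more frequent in these peaks than in flanks without the core and 2 less frequent. In 78.0% of pairs such a variant had a higher ratio than another hexamer, where 10000 random sets of 18 reached at most 76.6%. By ratio to the flanks TAATCT led at 4.43, with 51.9% of these peaks against 11.7% of flanks. TAAGCC followed at 3.76, with 27.9% against 7.40%. The 2 less frequent ones were TAGTCC and TCATCC, at 0.653 and 0.616 times the flank share. Counting TAATCC, TAATCT, TAAGCC and TAAGCT together, 8.14% of all peaks had none of these, against 63.9% of flanks. The share of peaks with a motif thus depends on how a site is defined. These sequences were chosen after their values in the same peaks were seen. The remainder therefore cannot tell whether there is a class of peaks without a site.

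TAATCC itself ranked only 4 among hexamers, below hexamers that overlap it. A possible explanation is copies of TAATCC inside Alu repeats in the flanks, where it has the context GTAATCCCAG. This context was in 5.95% of flank windows and 1.59% of peak windows. Outside it, TAATCC was in 58.2% of peaks and 9.94% of flanks, and the ratio rose from 3.85 to 5.85, above the 5.35 of the first hexamer. The ratio thus depends on whether this context is counted, while the share in peaks hardly moved. Whether these copies lie in Alu repeats stays open, since no repeat annotation was used here. A core planted in windows at random positions of the genome also ranked 2, behind a hexamer that overlaps it. Those windows and their flanks were genomic sequence, in which this context was not counted. The simulation therefore cannot tell whether ranking below an overlapping hexamer needs such a cause. That simulation did not give a rank as low as 4, so it does not account for the whole rank.

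The rise of TAATCC with peak strength was checked against base composition. Within deciles of GC content the odds ratio between the highest and the lowest quartile of −log10 q was 1.76 (95% interval 1.53 to 2.03), and without strata 1.68, so GC content is argued against as its cause. Stronger peaks were also wider, with medians of 415 bp in the highest quartile and 270 bp in the lowest, but the windows searched had the same size.

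Few peaks lay on chromosomes 19, 20 and X, and more than expected on 3 and 10. Against random positions with the GC content of the peaks, 2 of 23 chromosomes, 10 and X, departed at an adjusted p under 0.05 (exact binomial tests). Chromosome 19 had 0.831 times the expected number (exact binomial p = 0.119), so its low count may follow from base composition. The same holds for chromosome 20 (0.849, exact binomial p = 0.105) and chromosome 3 (1.06, p = 0.164), but not for chromosome 10 (1.18, exact binomial adjusted p = 0.0259). Some other autosomes also lay away from 1 without passing the threshold, among them chromosomes 1 (1.11), 14 (1.15) and 18 (0.835), with exact binomial adjusted p = 0.0792 for the first and 0.134 for the others. Base composition is argued against as the whole cause for chromosome X, at 0.560 times the expected number (exact binomial p = 3.86e-21). The chi-square over all chromosomes stayed at 116 (largest of 10000 draws 61.3), of which X gave 71.7. Without X the chi-square was 39.1 (p = 0.0092 from 10000 draws), so that the remaining departure of the autosomes is much smaller. Whether reads can be placed as well on X as on the autosomes was not tested.

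A few peaks had a low fold enrichment and yet a low p-value. The 4 peaks with a fold enrichment under 2 lay on chromosomes 1 (121484600 to 121485239), 6 (58776573 to 58777817 and 58778152 to 58779322) and 7 (61968779 to 61969634). They had 275 to 423 ChIP fragments over a background of 186 to 247, and the median background was 23.5 times that of the list. None of the 4 held TAATCC anywhere in the peak. This ratio cannot tell whether dense input is the source, because a peak with so low a fold enrichment passes the authors' test only over a high background. The peaks are too few for their lack of the core to decide it, and their origin stays open. Of the 4, 2 are in the first run.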
